A study of Homo sapiens with 4 samples.

How the data were processed

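RNA from 4 cultures was measured by RNA sequencing, with 1 library per culture. Per the labels' protocols, the cells stably expressed an shRNA delivered by lentivirus, total RNA was extracted with Trizol, and stranded paired-end libraries of polyadenylated RNA were made with Illumina TruSeq reagents. The cell lines were BM1 and LM2, derivatives of the MDA-MB-231 triple-negative breast cancer line that the labels describe as bone and lung metastasis derivatives. Each line gave 1 control library, from cells with a non-specific shRNA, and 1 library from cells with an shRNA against hnRNPM. The shRNA sequences are not given in the sources used here.

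The authors deposited 1 table of FPKM values (fragments per kilobase of gene model, scaled to the number of mapped fragments), per the labels, with 1 column per library. The aligner, the quantification program, the genome build and the annotation release are not given in the sources used here. Coordinates are printed as the table gives them. Of 19671 gene IDs that matched GENCODE release 29 without their version, only 183 lay at the same position as in GRCh38, so the table's coordinates are not on GRCh38 and its build is not stated. GENCODE 29 was used by gene ID for gene type, transcript length, GC content and 3' UTR sequence, and no coordinates were converted.

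The table has 20369 gene entries. The gene IDs of MUC5AC, ECSCR and COPG2 fill 40 of them with repeated combinations of values and were left out, which left 20329 genes. No value is 0, and the smallest is 1e-06. Whether genes without fragments in any of the libraries were left out is not given in the sources used here. If they were, genes silent in a library would be missing from all counts and rankings. The depth was read from the low values. In genes with a single annotated transcript, a mean FPKM under 0.5 and a length over 600 bases (1623 genes), the product of FPKM and transcript length fell on whole multiples of 1 step per library. Between 36.0% and 43.8% of the products up to 10 steps lay within 0.02 of a whole multiple, against 4.04% to 4.28% for other steps. Taking 1 step as 1 fragment, the libraries hold about 31258010 fragments (BM1 control), 22784001 (BM1 knockdown), 41502765 (LM2 control) and 27268338 (LM2 knockdown). The meaning of the step is inferred from the values. Most values did not come out whole, so no count test was run.

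Genes with a mean FPKM of at least 1 over the 4 libraries were tested (13928 genes, of which 11364 are protein-coding in GENCODE 29). Values were analysed as log2(FPKM + 1). On this scale the change of a low gene is understated. The knockdown contrast and the contrast between lines came from 1 limma fit with terms for cell line and treatment, which leaves 1 residual degree of freedom per gene. The empirical Bayes step had no intensity trend and was not robust. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The cell line pairs each knockdown library with its control, because both come from the same line. The deviations of control and knockdown libraries from their group means had a Pearson r of 0.545 across genes between libraries of the same line. Within a line there is 1 library per arm, so changes within a line have no replicate check and no p-value, and a fixed rule of at least 2-fold (1 on the log2 scale) was used. Interaction between line and treatment cannot be tested with 4 libraries. With 2 pairs of libraries, an exact permutation test cannot give a two-sided p below 0.5.

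Gene lists were tested with camera at a preset correlation of 0.01 on the same fit, adjusted over the lists of a contrast. At a preset correlation camera judges a list against the spread across genes, so its p-values do not reflect the small number of libraries. The lists were epithelial markers, mesenchymal markers, interferon response genes, other hnRNP genes, proliferation genes, ribosomal protein genes, bone metastasis genes and lung metastasis genes. They were written from general knowledge. Published bone and lung metastasis genes come in part from work on derivatives of the same parental line, so a difference of these lists between BM1 and LM2 is not independent evidence. For each line or treatment, the median of a list was also placed among 10000 random lists of the same size, matched on mean expression in 20 bins. The design, the 8 lists, the alternatives and the rule for named genes were fixed before the data were examined, except where the text says otherwise. The rule names HNRNPM, its paralog MYEF2, ESRP1, ESRP2, CD44, CDH1 and VIM. It adds the 5 genes with the largest average increase and the 5 with the largest decrease among genes below the threshold that changed the same way in both lines (both treatments for the contrast of lines). It also adds the 3 genes in each direction with the largest opposite changes and the 3 genes of each list with the largest average change.

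Alternatives were pseudocounts of 0.1 and 0.5, no filter, a mean FPKM of at least 5, median-of-ratios size factors, quantile normalization, an intensity trend, a fit without the second factor, leaving out each library (without the second factor, so that the lone library of an arm is assumed to vary like the other arm), an adjusted p threshold of 0.1, a 1.5-fold rule, the fry rotation test and camera with an estimated correlation. Alternatives chosen after seeing the data were protein-coding genes only, removal of the trend with GC content and transcript length from each library (natural splines with 5 degrees of freedom, over the 13723 genes with both values), a pseudocount of 0.1 with a mean FPKM of at least 5 or with an intensity trend, and a variance prior estimated without limma's floor on small variances. Genes that overlap another listed gene make up 7722 of those tested, and how the authors assigned shared fragments is not given in the sources used here.

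The scripts were tested on simulated data. In 10 simulated knockdown contrasts over 13928 genes, 200 genes were changed per trial. The fit recovered 98.0% of the genes changed 4-fold and 25.5% of those changed 2-fold, with no wrong direction. A mean of 17.9% of its calls were false, with a range of 6.78% to 33.5%, although the threshold was 0.05. The simulated variances had a prior of 7.70 degrees of freedom, while limma fitted 10.8 to 57.7. With the simulated prior supplied, 5.07% of calls were false. Without the floor that limma puts on small variances the fitted prior ranged from 7.15 to 31.3 and 10.9% of calls were false. The adjusted p-values of both contrasts are therefore too small on average where the prior is fitted too high, and the number of calls carries that uncertainty. Camera found none of 10 unchanged lists and 10 of 10 shifted lists at an unadjusted p of 0.05. The simulated errors were independent between genes, so co-regulated lists were not covered. The planted shift was larger than the median change of any list called in the knockdown contrast. A search for 7-base words in 3' UTRs ranked a planted word first in 20 of 20 trials over 11231 genes. The word was planted with a shift of -0.25 (log2), larger than the -0.168 of the lowest-ranked word in the data.

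Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with R 4.3.3 and limma 3.58.1.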

Results

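Messenger RNA was measured in 2 derivatives of the MDA-MB-231 breast cancer line, BM1 and LM2, with and without depletion of hnRNPM, a heterogeneous nuclear ribonucleoprotein that binds RNA. The title of the series places the study in the co-regulation of splicing by hnRNPM and ESRP1 during the epithelial-mesenchymal transition. The table analysed here gives gene levels only, so splicing was not analysed here. There were 4 libraries, 1 per line and treatment, which gives 2 controls and 2 knockdowns. The step structure of the low values put the depth at about 31258010 fragments (BM1 control), 22784001 (BM1 knockdown), 41502765 (LM2 control) and 27268338 (LM2 knockdown). Sums of FPKM were 455114 and 435868 in the BM1 control and knockdown libraries and 434567 and 436464 in the corresponding LM2 libraries. Mitochondrial genes took 9.31% of the FPKM sum in the BM1 control library and 12.8% in the BM1 knockdown library. In LM2 the corresponding shares were 8.80% and 11.8%. None of the changes within a line has a replicate check, and a change printed for a single line compares 2 libraries.

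The targeted gene was examined first. HNRNPM (ENSG00000099783.11, chromosome 19, 8509651 to 8553998, plus strand, build not stated) fell from 171 to 28.4 FPKM in BM1 and from 132 to 20.3 FPKM in LM2. The level left was 16.6% of control in BM1 and 15.4% in LM2. Over both lines the change was -2.59 ± 0.25 (log2, standard error, limma, adjusted p 0.00318). The adjusted p rose to 0.0550 with a pseudocount of 0.1, to 0.0596 with quantile normalization and to 0.213 in a fit that did not pair the libraries by line. Leaving out any of the 4 libraries, which also removed the pairing, gave adjusted p-values from 0.226 to 0.613. The change stayed between -2.83 and -2.36. HNRNPM overlaps ELAVL1 on the opposite strand. The libraries are stranded per the labels, but whether the strand was used in counting is not given in the sources used here.

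The other genes of the study question were then compared. MYEF2, a paralog of HNRNPM, went from 5.27 to 10.1 FPKM in BM1 and from 15.9 to 12.9 FPKM in LM2 (adjusted p 0.636 over both lines). ESRP1 was below the filter, at 0.288 FPKM in the BM1 control, 0.0242 in the BM1 knockdown, 0.0134 in the LM2 control and 0.0202 in the LM2 knockdown library. ESRP2 was low, with means over treatments of 1.74 FPKM in BM1 and 0.544 FPKM in LM2, and its change was not below the threshold (adjusted p 0.748). CD44 was at 155 and 157 FPKM in BM1 and at 223 and 217 FPKM in LM2 (adjusted p 0.985). CDH1, which encodes E-cadherin, rose from 0.489 to 4.08 FPKM in BM1 and from 0.170 to 2.30 FPKM in LM2. Its change over both lines was 1.63 ± 0.25 (log2, standard error, adjusted p 0.0144), at levels where this scale understates a change. VIM, which encodes vimentin, fell from 2354 to 1160 FPKM in BM1 and rose from 1575 to 1795 FPKM in LM2 (adjusted p 0.465). MYEF2, CD44, ESRP2 and VIM overlap other listed genes on the opposite strand, and ESRP2 also overlaps one on the same strand, so their values are uncertain.

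**Figure D1:**
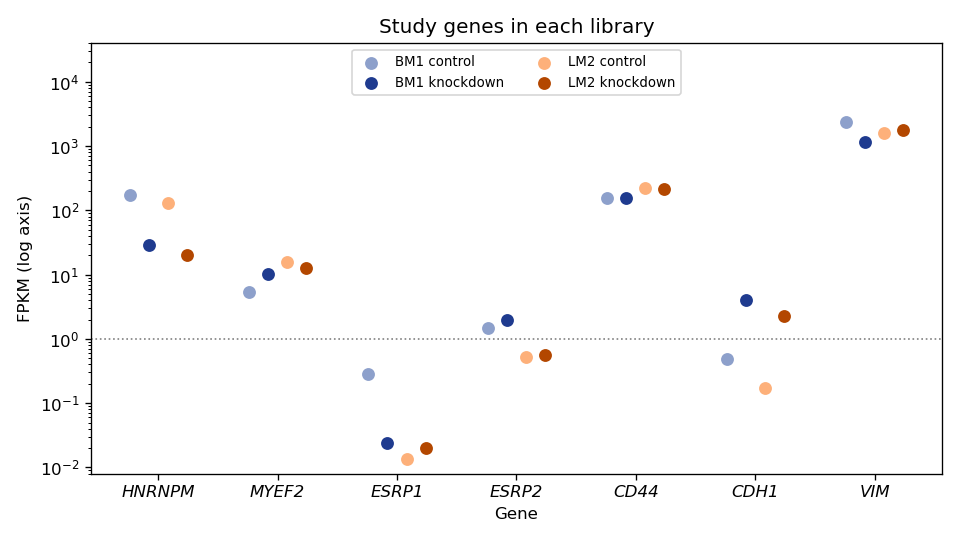
FPKM on a log axis of the 7 study genes, with 1 point per library and the filter of 1 FPKM as a dotted line. HNRNPM lies at 28.4 and 20.3 FPKM in the knockdown libraries against 171 and 132 FPKM in the controls, and VIM moves in opposite directions in the 2 lines.

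The effect of the knockdown over both lines was tested next. Of 13928 genes, 762 were below an adjusted p of 0.05 in limma, 378 higher and 384 lower in the knockdown libraries. All 762 changed in the same direction in both lines. The fit could hardly call other genes, because its 1 residual degree of freedom is the difference between the lines' changes. The shared direction of the called genes is therefore not evidence that the lines agree. At an unadjusted p under 0.05 there were 3465 genes, against 696.4 expected by chance. The count depended on the settings. It was 27 with a pseudocount of 0.1, 183 after removal of the trend with GC content and length, and 0 without the filter, with quantile normalization, without pairing by line or after leaving out any library. In these settings with 0 calls, limma gave 3735, 3255, 1548 and 860 to 1943 genes at an unadjusted p under 0.05. On simulated knockdown data the same fit gave a mean of 17.9% false calls, above the 5% that the threshold stands for, so the error rate of the called genes is uncertain. The simulated trials had 200 changed genes and 118 to 209 calls, so their share of false calls is not an estimate for the 762 genes. With 3 libraries the pairing by line cannot be kept in a test, and removing the pairing alone gave 0 calls, so the fits without the BM1 control, the BM1 knockdown, the LM2 control or the LM2 knockdown library do not show whether a call rests on a single library.

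**Figure D2:**
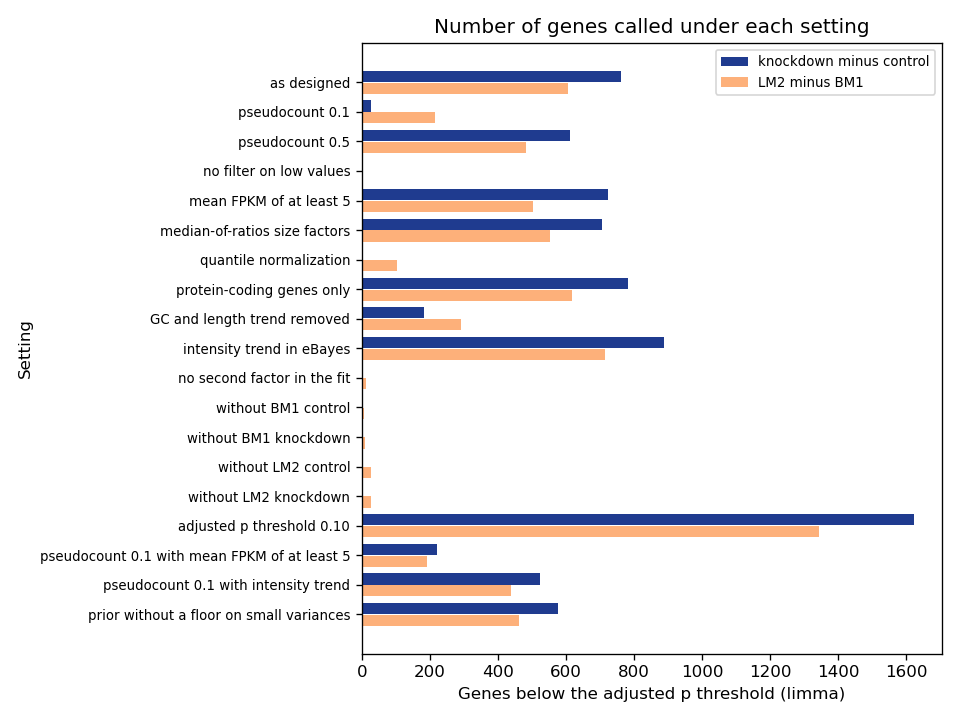
Number of genes below the adjusted p threshold in limma under each setting, for knockdown minus control and for LM2 minus BM1. The knockdown count is 762 as designed, 27 with a pseudocount of 0.1 and 0 with quantile normalization.

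The 5 largest increases below the threshold were in DIO2, ID3, ATOH8, CALCR and CYP1B1. DIO2 (chromosome 14, 80663870 to 80854100) rose from 0.0603 to 18.7 FPKM in BM1 and from 0.152 to 10.6 FPKM in LM2, a change of 3.77 ± 0.29 (log2, standard error, adjusted p 0.00285). ID3 (chromosome 1, 23884409 to 23886285) rose from 2.39 to 108 FPKM in BM1 and from 12.9 to 61.6 FPKM in LM2 (3.59 ± 0.54, adjusted p 0.0129). The average changes of ATOH8, CALCR and CYP1B1 were 3.38, 3.25 and 3.19. The 5 largest decreases were in MMP1, AC009120.6, MT-TF, SLCO4A1 and TGFBR2. MMP1 (chromosome 11, 102660651 to 102668891) fell from 355 to 11.9 FPKM in BM1 and from 33.3 to 2.34 FPKM in LM2 (-4.08 ± 0.35, adjusted p 0.00285). TGFBR2 (chromosome 3, 30647994 to 30735634) fell from 56.4 to 6.84 FPKM in BM1 and from 37.2 to 3.76 FPKM in LM2 (-2.94 ± 0.25, adjusted p 0.00285). The 3' UTR of TGFBR2 holds CATAGGAA, a sequence whose genes shifted lower on average than genes without a related site, with UTR length and GC content taken into account. The average changes of AC009120.6, MT-TF and SLCO4A1 were -3.66, -3.18 and -3.07. AC009120.6 overlaps other listed genes on both strands, and MT-TF is a mitochondrial transfer RNA gene of 71 bases. CYP1B1 and SLCO4A1 overlap genes on the opposite strand.

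Within each line, 2264 genes changed at least 2-fold in BM1 (1400 higher and 864 lower in the knockdown library) and 1123 in LM2 (533 higher and 590 lower). Over the 13723 genes with a GC content and length the counts were 2230 and 1100, and after removal of the trend with both they were 1549 and 1037. The 1.5-fold rule moved them most, to 5262 and 3418. The LM2 balance turned to 576 higher and 520 lower with size factors, and to 580 and 521 with quantile normalization. In BM1 the higher genes stayed in the majority, with 1302 against 917 and 1213 against 974. In both lines 538 genes changed at least 2-fold the same way, 267 higher and 271 lower, where 90.2 would be expected if the lines were unrelated. In opposite directions 18 genes changed at least 2-fold, where 92.4 would be expected. The changes in the 2 lines, which share no library, had a Pearson r of 0.553 and a Spearman rho of 0.547 across genes, which are not independent replicates. Of all tested genes, 30.9% had opposite signs in the 2 lines.

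**Figure D3:**
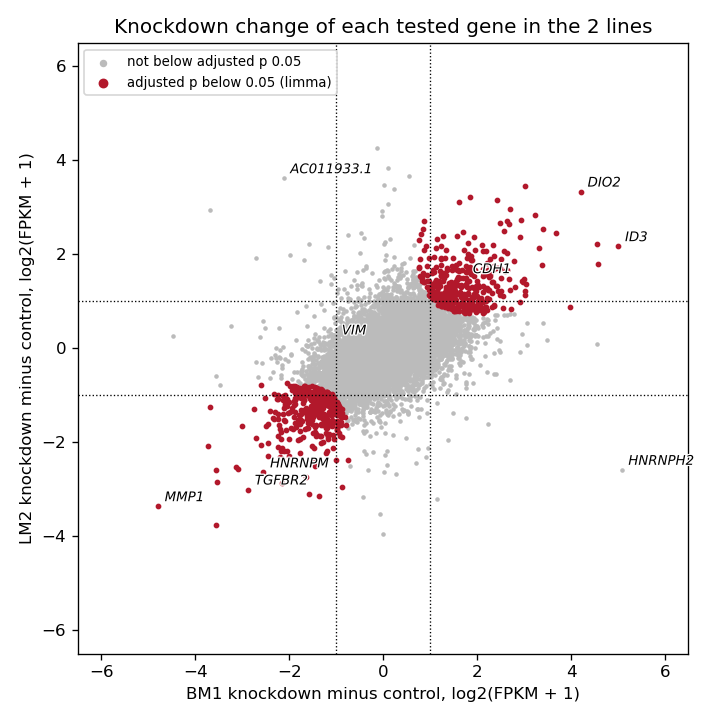
Knockdown minus control on the log2(FPKM + 1) scale for each of 13928 genes, BM1 on the horizontal and LM2 on the vertical axis, with genes below an adjusted p of 0.05 in red and dotted lines at a 2-fold change. The 762 red points lie in the 2 quadrants of equal direction, which follows from the fit, whose only residual is the difference between the lines' changes. HNRNPH2 lies at 5.08 in BM1 and -2.59 in LM2.

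The sizes of the 3 contrasts of the layout were compared. The average difference was at least 2-fold in 1181 genes along treatment, in 984 along cell line and in 134 along the crossed contrast, which belongs to neither factor. A pseudocount of 0.1 raised these counts to 1963, 1637 and 351. The opposite changes were largest in HNRNPH2, KYNU and CDC42SE2 (higher in the BM1 knockdown and lower in the LM2 knockdown) and in RP11-950C14.3, AC011933.1 and SDHC (the other way). HNRNPH2 went from 0.505 to 49.9 FPKM in BM1 and from 49.1 to 7.35 FPKM in LM2, and it overlaps RPL36A-HNRNPH2 on the same strand. AC011933.1 overlaps GRB2 on the same strand, and RP11-950C14.3 and SDHC overlap genes on the opposite strand. The difference between lines was not tested for any gene, because the design leaves no degrees of freedom for it.

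Gene lists were compared between treatments. Interferon response genes were higher in the knockdown libraries (32 genes, median 0.43 on the log2 scale, camera adjusted p 0.00183). Their BM1 median of 0.64 and LM2 median of 0.35 lay at the 100th and 99.99th percentiles of matched random lists. In limma 6 of them were called higher over all genes tested and 10 when adjusted over the list alone, led by IFIT1, IFIT2 and OASL. IFIT1 and IFIT2 overlap LIPA on the opposite strand. IFIT1 rose from 10.7 to 68.6 FPKM in BM1 and from 6.93 to 32.3 FPKM in LM2. Proliferation genes were lower (30 genes, median -0.46, camera adjusted p 0.00383), with medians of -0.50 in BM1 and -0.44 in LM2 at percentiles of 0.02 and 0. Over all genes tested 1 was called higher (CENPE, 1.39) and 1 lower (TYMS, -1.13), and 4 were called when adjusted over the list alone. TYMS overlaps ENOSF1 and TYMSOS on the opposite strand. The third gene by size, MCM5, fell by 1.04 with an adjusted p of 0.0595. Ribosomal protein genes were lower (80 genes, median -0.21, camera adjusted p 0.00383). Their LM2 median of -0.19 lay at percentile 0.25, and their BM1 median of -0.23 lay at percentile 52.3, so in BM1 they did not stand apart from genes of similar level. RPL39L was the only ribosomal protein gene called over all genes tested (-1.22), and 0 were called when adjusted over the list alone. RPS27L, which overlaps LACTB on the opposite strand, rose by 0.85 and RPS14 fell by 0.69, neither below the threshold. The list was at an adjusted p of 0.257 with quantile normalization and 0.151 without the BM1 knockdown library.

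Epithelial markers (10 genes, median 0.23, camera adjusted p 0.114), mesenchymal markers (16 genes, median 0.38, adjusted p 0.125) and other hnRNP genes (24 genes, median -0.26, adjusted p 0.123) were not below the threshold. Among matched random lists their LM2 medians lay at percentiles of 98.92, 99.35 and 0.32, in the same order. Their BM1 medians lay at percentiles of 92.16, 40.32 and 34.27. Among epithelial markers 2 genes were called higher over all genes tested, CDH1 and KRT8, and 4 when adjusted over the list alone. KRT8 rose from 398 to 1181 FPKM in BM1 and from 485 to 1083 FPKM in LM2. KRT18, which overlaps KRT8 on the opposite strand and AC107016.2 on the same strand, changed by 0.97 (adjusted p 0.0750). Among mesenchymal markers CDH2 was called higher (1.39), from 0.111 to 1.62 FPKM in BM1 and from 0.0945 to 2.20 FPKM in LM2, and 1 gene was called when adjusted over the list alone. TGFBI and COL5A1 changed by 0.93 and 0.82, neither below the threshold. The mesenchymal median was -0.10 in BM1 and 0.30 in LM2. The test of this list turned to lower without the BM1 control (adjusted p 0.538) and without the LM2 knockdown library (0.0777), and was below the threshold without the BM1 knockdown library (0.000657). Epithelial markers were below it without the BM1 control (0.00131) and without the LM2 knockdown library (0.0109), and other hnRNP genes without the BM1 control (0.0435, lower). These fits do not pair the libraries by line, and their arms hold the lines in unequal numbers. Of the other hnRNP genes none was called over all genes tested or when adjusted over the list alone. The largest changes after HNRNPH2 were in HNRNPUL1 (-0.56) and HNRNPUL2 (-0.54). HNRNPUL2 overlaps HNRNPUL2-BSCL2 on the same strand, and HNRNPUL1 overlaps TGFB1 on the opposite strand. The 3 lists called in the knockdown contrast were not below the threshold under fry (adjusted p 0.180 to 0.331) or under camera with an estimated correlation (adjusted p 0.348 for every list). Both tests rest on 1 residual degree of freedom, so they say little about whether the calls are stable. Camera at the preset correlation takes its spread from the genes, so its p-values do not show this either. Whether the list shifts hold beyond these libraries therefore stays open.

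**Figure D4:**
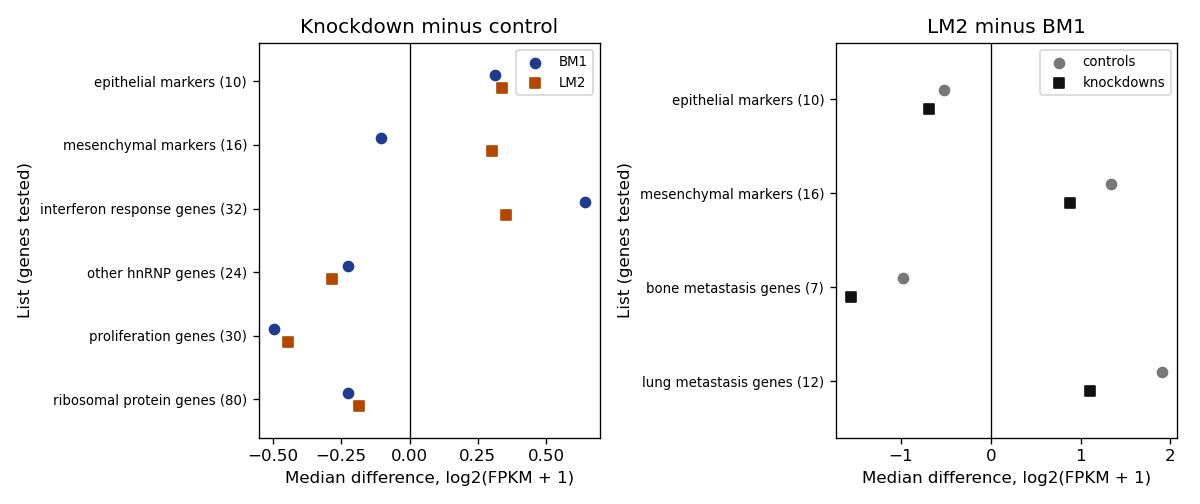
Median difference of each gene list on the log2(FPKM + 1) scale, knockdown minus control in BM1 and LM2 on the left and LM2 minus BM1 in controls and knockdowns on the right, with the number of genes tested in parentheses. Interferon response genes lie at 0.64 and 0.35, and the mesenchymal median lies at -0.10 in BM1 and 0.30 in LM2.

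The 2 lines were compared over both treatments. In limma 606 genes differed at an adjusted p of 0.05, 322 higher and 284 lower in LM2, with 3114 at an unadjusted p under 0.05. The count was 216 with a pseudocount of 0.1, 104 with quantile normalization and 11 in the fit without treatment. It was 0 without the filter (3634 genes at an unadjusted p under 0.05). It was 6 without the BM1 control, 8 without the BM1 knockdown, 28 without the LM2 control and 26 without the LM2 knockdown library, in fits that also lack the term for treatment. Between controls alone 1705 genes differed at least 2-fold, and between knockdowns 1259. The genes most elevated in LM2 were SPARC, RP4-536B24.2, FKBP10, CADM1 and MAGEB2. SPARC (chromosome 5, 151040657 to 151066726) was at 2.13 and 1.31 FPKM in BM1 control and knockdown and at 248 and 651 FPKM in LM2, a difference of 7.23 ± 0.40 (log2, standard error). The average differences of RP4-536B24.2, FKBP10, CADM1 and MAGEB2 were 4.40, 3.99, 3.97 and 3.93. The genes most reduced in LM2 were CTD-2354A18.1, CCL2, RP11-149I23.3, MAGEA6 and COX7B2, with differences of -7.09, -6.00, -5.71, -5.44 and -5.11. RP4-536B24.2 and RP11-149I23.3 overlap genes on the opposite strand. CCL2 was at 86.3 and 92.0 FPKM in BM1 and at 0.127 and 0.756 FPKM in LM2.

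The lists fixed for this comparison separated the lines. For the bone and lung metastasis lists this is not independent evidence, since such genes come in part from derivatives of the same parental line. Mesenchymal markers were higher in LM2 (16 genes, median 1.08, camera adjusted p 3.5e-07). Over all genes tested 8 were called higher and 1 lower, and 11 were called when adjusted over the list alone. The largest differences were in SPARC, MMP2 (3.03) and TGFBI (2.96). Lung metastasis genes were higher in LM2 (12 genes, median 1.52, adjusted p 0.000118, 6 called higher and 9 called when adjusted over the list alone), and SPARC and MMP2 are also in this list. The third was IL13RA2 (2.63). Bone metastasis genes were lower in LM2 (7 genes, all lower on average, median -1.25, adjusted p 9.18e-06, 4 called lower and 4 when adjusted over the list alone), led by ADAMTS1 (-4.31), CXCR4 (-3.99) and IL11 (-1.88). Epithelial markers were lower in LM2 (10 genes, median -0.52, adjusted p 0.00104, 1 called lower and 4 when adjusted over the list alone), led by KRT19 (-2.81), which was called, and CLDN4 (-2.05) and OCLN (-0.93), which were not. These 4 lists were not below the threshold under fry (adjusted p 0.125 to 0.166) or under an estimated correlation (adjusted p 0.181 for each), which again rest on 1 residual degree of freedom. The camera p-values at the preset correlation again do not reflect the small number of libraries.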

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

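The overlap count and the size comparison of the opposite genes and the length weighting for HNRNPH2 were chosen after the result was seen, while the other tests on HNRNPH2, VIM and the mesenchymal markers were set before it. The removal of the GC and length trend used for those markers was itself chosen after seeing the data. Each result here moved in opposite directions in the 2 lines. With 1 library per line and treatment the difference between lines was not tested, and 30.9% of all tested genes have opposite signs.

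HNRNPH2 differed most, with a BM1 change minus LM2 change of 7.67 on the log2 scale. Its FPKM differed 98.8-fold between the highest and the lowest library. One explanation is that fragments were assigned to the overlapping RPL36A-HNRNPH2 model in some libraries. That model had 17.2 FPKM in the BM1 control library, where HNRNPH2 had 0.505. The sum of both models should then be nearly constant, but it still differed 5.49-fold, from 9.84 FPKM in the LM2 knockdown to 54.0 FPKM in the BM1 knockdown library. Weighted by GENCODE 29 transcript length (2223 bases for HNRNPH2 and 572 for the other model) it differed 10.3-fold. This argues against an exchange between these 2 models as the whole cause. A failed estimate at this locus in single libraries and a biological difference between the lines stay open and were not tested.

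The other opposite genes named by rule were KYNU (3.84), CDC42SE2 (3.24), RP11-950C14.3 (-6.62), AC011933.1 (-5.74) and SDHC (-3.97). Of the 18 genes with opposite changes of at least 2-fold, 10 (55.6%) overlap another listed gene on the same strand, against 17.4% of all tested genes (Fisher's exact test, two-sided, p 0.000284). Unstable assignment of shared fragments is therefore a candidate cause for part of the group, AC011933.1 included. It does not cover KYNU and CDC42SE2, which overlap no listed gene on either strand. RP11-950C14.3 and SDHC overlap genes on the opposite strand, and it stays open for them, because whether the strand was used in counting is not given in the sources used here. The median crossed difference of the 18 genes was 9.26 times that of all genes. That value decides nothing, since the genes were picked for large opposite changes, so noise in single libraries and a difference between the lines cannot be told apart.

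VIM fell in BM1 and rose in LM2, a difference of -1.21. Scaling of whole libraries does not account for it. The LM2 change was 0.19 as deposited, 0.24 with size factors and 0.22 with quantile normalization, so 0.19 was the lowest, and the BM1 change was -1.02, -1.06 and -0.69. A difference between single libraries, or between the lines, stays open and was not tested.

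The mesenchymal marker median differed by -0.41 between the lines. After removal of the trend with GC content and length it was -0.12 in BM1 and 0.19 in LM2, still of opposite sign. This does not separate a technical from a biological origin, because the members go both ways and the BM1 median is near 0. MYEF2 differed by 1.11 and CD44 by 0.06 (0.0586). The CD44 difference, halved as in the crossed contrast, is below the median crossed difference of all genes (0.19). No explanation was tested for MYEF2, and no biological one for either gene.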

How the results depend on the processing

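Alternatives chosen after seeing the data were protein-coding genes only, removal of the GC and length trend, a pseudocount of 0.1 with a mean FPKM of at least 5 or with an intensity trend, and the prior without a floor. The HNRNPM change kept its direction in the 9 settings where it was recomputed, while the number of called genes moved. Where no cause is given, the cause was not tested.

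The knockdown count of 762 became 27 with a pseudocount of 0.1, 221 with a pseudocount of 0.1 and a mean FPKM of at least 5, 183 with the GC and length trend removed and 1625 at an adjusted p threshold of 0.1. It was 0 without the filter, with quantile normalization and after leaving out each library (lowest and highest 0). Without pairing by line it was 0. The fit that left out a library also dropped the second factor, so it holds fewer libraries and another model at once. Since dropping the factor alone gave 0, these fits do not show dependence on any 1 library. Other settings stayed within 1.5 times, from 524 to 888, and the prior without a floor gave 576, all among the 762. With 1 residual degree of freedom the fitted prior ranged from 2.15 to 8.51 over the settings with all 4 libraries, and on simulated knockdown data a prior fitted too high gave false calls. The pseudocount of 0.1 moved the share of higher calls from 49.6% to 77.8%.

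The count between lines, 606, became 216 with a pseudocount of 0.1, 191 with a mean FPKM of at least 5 as well, 104 with quantile normalization, 290 with the trend removed, 0 without the filter and 1344 at a threshold of 0.1. Without the replicate block it was 11, and leaving out a library gave 6 (BM1 control) to 28 (LM2 control), again without the second factor. Quantile normalization moved the share of higher calls from 53.1% to 42.3%. A pseudocount of 0.1 moved this share to 44.9%, or to 49.2% with a mean FPKM of at least 5 as well. All 6 calls without the BM1 control and all 8 without the BM1 knockdown library were lower. The cause was not tested.

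The HNRNPM change was -2.64 with a pseudocount of 0.1 (adjusted p 0.0550), -2.54 with quantile normalization (0.0596) and -2.59 without the replicate block (0.213), none below the threshold. Leaving out a library gave -2.83 to -2.36.

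Counts by the rule of size moved mostly by construction. The 1.5-fold rule gave 5262 genes in BM1, 3418 in LM2, 1869 the same way, 133 opposite, and 3778, 3373 and 930 along treatment, line and the crossed contrast. A pseudocount of 0.1 gave 1824 in LM2, 929 the same way, 53 opposite, and 1963, 1637 and 351. A pseudocount of 0.5 gave 28 opposite and 203 crossed. A mean FPKM of at least 5 gave 722 in LM2, 615 along line and 80 crossed. Pearson r stayed between 0.533 and 0.581.

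No called list was below the threshold under fry or with an estimated correlation, tests that rest on 1 residual degree of freedom and say little about stability. The camera calls at the preset correlation rest on the spread across genes, so they do not show stability between libraries either. Under fry the adjusted p was 0.180 for interferon response and ribosomal protein genes, 0.331 for proliferation genes, 0.125 for epithelial, mesenchymal and bone metastasis genes and 0.166 for lung metastasis genes between lines. With an estimated correlation it was 0.348 for knockdown and 0.181 for line. Ribosomal protein genes were at 0.257 with quantile normalization and 0.151 without the BM1 knockdown library. Without the filter epithelial markers (0.0248) and other hnRNP genes (0.0201) fell below the threshold for knockdown. Epithelial markers were at 0.00131 without the BM1 control and 0.0109 without the LM2 knockdown library, with a highest value of 0.982 without the LM2 control. Other hnRNP genes were at 0.0435 without the BM1 control and at most 0.441. Mesenchymal markers turned lower without the BM1 control (0.538) and without the LM2 knockdown (0.0777), and were higher at 0.000657 without the BM1 knockdown library.

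Signs changed for genes without a call. CD44 was 0.10 with quantile normalization, 0.22 without the BM1 knockdown and 0.25 without the LM2 control. Its lowest was -0.27 without the BM1 control. ESRP2 was -0.32 and -0.19 without the same libraries and at most 0.63. Without the BM1 control MYEF2 was -0.45, TGFBI -0.96 and HNRNPH2 -1.28, and without the LM2 control they were 0.98, 2.82 and 3.78. HNRNPH2 was -0.06 without the BM1 knockdown, and TGFBI (-0.14) and COL5A1 (-0.44) turned without the LM2 knockdown. COL5A1 was 2.08 without the BM1 knockdown. Each left-out fit compares arms that hold the cell lines in unequal numbers. The 57 results for single genes include BM1 changes minus LM2 changes, which have no p-value and no fit without the replicate block or a library. Of the rest, 14 kept direction but crossed above the threshold with a pseudocount of 0.1. The corresponding numbers were 3 with a pseudocount of 0.5, 1 with size factors, 23 with quantile normalization and 28 without the replicate block. The depth of about 22784001 to 41502765 fragments limits genes near the filter, and the replicate number limits the p-values of single genes. Camera p-values at the preset correlation do not reflect the replicate number.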

Other observations

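Several tests were chosen after the result was seen: the GC and length removals, the size-factor ratio, the protein-coding comparison, and the reading of the 7-base word with its site classes and shuffled versions. The ratio at high expression, the correlation without the site, the BMP genes and the gene span were set before their results.

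BM1 had 2264 genes changed at least 2-fold and LM2 had 1123, a ratio of 2.02. The change went down with GC content across genes in BM1 (Spearman rho -0.429) more than in LM2 (-0.188). Among the 13723 genes with a GC content and length, removing the trend with both took the BM1 count from 2230 to 1549 (681 fewer) and the LM2 count from 1100 to 1037 (63 fewer), so a composition trend of a library may account for part of the excess. The ratio stayed at 1.49 after removal, which argues against the trend as the whole cause. Among 1558 genes with a mean FPKM of at least 50 the ratio was 1.74, which argues against counting noise at the lower depth of the BM1 knockdown library. With size factors it was 2.02. A stronger effect in BM1 and a difference of 1 library stay open.

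The changes of the 2 lines shared a direction more often than chance. After removal of the trend the Pearson r was 0.557, and among 8323 protein-coding genes with a mean FPKM of at least 5 it was 0.582. A shared trend with GC content and length therefore does not account for it. Other composition differences shared by the knockdown libraries were not tested. The second value decides nothing about low-level noise. The lines share no library, so separate noise would not give a shared direction at any level. The labels do not say whether both lines received the same hnRNPM shRNA. If they did, an effect of the shRNA beyond its target would also be shared. Silencing through the shRNA seed, as a microRNA acts, would lower genes with 1 short word in their 3' UTR. Among 15808 words of 7 bases over 11231 genes, with UTR length and GC content taken into account, ATAGGAA had the lowest z (-10.8, or -8.76 in BM1 and -10.5 in LM2) and CATAGGA the next (-9.99). The lowest z in 20 shuffled sets of changes was -4.79. The highest z of any word was 4.76. The 6 words below -5 overlap each other.

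The site classes had the order of strength that seed sites have, with the pair of single 7-base classes within their errors (-0.15 ± 0.03 and -0.15 ± 0.02, standard errors). Shifts are given relative to genes without a site, from a linear fit that takes UTR length and GC content into account. The shift was -0.32 for 421 genes with CATAGGAA and -0.23 for 158 with both CATAGGA and ATAGGAA but not joined. It was -0.15 for 447 with CATAGGA and no ATAGGAA and -0.15 for 1072 with ATAGGAA and no CATAGGA. For 1103 with the 6-base core and none of these it was -0.04. In each line the shift was lowest with the 8-base site and nearest to 0 with the 6-base core. Of the 104 other arrangements of the bases of ATAGGAA, AATAGGA holds the 6-base core ATAGGA itself and had a z of -6.18. Among the 103 without the core the lowest z was -3.94, which argues against local base composition as the whole cause. CATAGGA occurs in HNRNPM itself, in a coding exon of 5 of its 17 GENCODE 29 transcripts (GRCh38 chromosome 19, 8473680 to 8473686, plus strand). That is weak evidence alone, because 26.2% of all tested words occur in at least 1 of these transcripts. These values are consistent with seed-like silencing as a contributor to the falls, a hypothesis found and tested on the same data. A microRNA with the same seed would look alike, and the shRNA sequence is not given in the sources used here.

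The share of the changes this could reach is limited. Sites of 7 or 8 bases were present in 76 of 306 called-lower genes with a UTR (24.8%), against 18.7% of all such genes and 19.9% of called-higher genes. The excess over that base rate is 18.8 genes. TGFBR2, the fifth largest decrease, holds the 8-base site. The Pearson r between the lines was 0.587 among genes without the 6-base core, so direct silencing through 3' UTR sites is not the whole cause of the shared changes. Changes downstream of directly silenced genes would also be shared by genes without a site, and this was not tested. HNRNPM depletion as the cause of the rest was not tested, since no second shRNA or rescue was analysed here.

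The 3 lists called in the knockdown contrast were examined after removal of the GC and length trend. The interferon response median over both lines was 0.31, at percentiles of 98.1 in BM1 and 100 in LM2. Its BM1 median went from 0.64 to 0.31 and its LM2 median from 0.35 to 0.39. The proliferation median over both lines was -0.45, at percentiles of 0.04 and 0. It went from -0.50 to -0.36 in BM1 and from -0.44 to -0.47 in LM2. The trend may account for part of both BM1 shifts, and the percentiles argue against it as the whole cause. The ribosomal protein median in LM2 went from -0.19 to -0.16 and from percentile 0.25 to 0.04, which argues against the trend as the whole cause of the fall in LM2. In BM1 it went from -0.23 to -0.0624 and from percentile 52.3 to 29.9. The list lay within the range of matched lists before and after, so in BM1 the trend and a change of these genes cannot be told apart. Whether the interferon genes respond to hnRNPM loss or to the shRNA itself was not tested.

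ID3 and ATOH8 rose in both knockdown libraries, and both are known to respond to BMP signalling. A list of other BMP response genes was written after ID3 and ATOH8 were seen to rise and before its own test, and 10 of its genes were tested. They had medians of 0.89 in BM1 and 0.38 in LM2, at percentiles of 99.87 and 99.41 of matched random lists. Of the 10, 7 rose in both lines and 3 were called higher. A BMP-like response may accompany the knockdown. The 3 called genes were BAMBI, ID1 and ID2. The list has few genes, ID1 is also in the lung metastasis list, and the percentiles describe single libraries. ID1, ID2 and ID4 are of the same family as ID3 and had the largest BM1 changes of the list (3.97, 2.52 and 2.96). The other BM1 changes were 2.13 (SMAD7), 1.17 (BAMBI), 0.62 (SMAD6), 0.03 (BMPER), 0.01 (RUNX2), -0.14 (NOG) and -0.41 (MSX2). The BM1 median therefore leans on the family of ID3.

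After removal of the GC and length trend, the knockdown change did not go with gene span. The removal may also have taken out part of an association with span, so the change as measured is not covered. The Spearman rho across 11364 protein-coding genes between gene span and the change without the trend was 0.0322 in BM1 and -0.0324 in LM2. MT-TF and MT-TV, chosen after their values were seen, fell in both lines, while the sum of all mitochondrial transfer RNA genes went from 6215 to 5365 FPKM in BM1 and from 4828 to 5140 FPKM in LM2. MT-TF went from 181 to 14.8 FPKM in BM1 and from 190 to 25.7 FPKM in LM2, and MT-TV from 182 to 44.4 and from 200 to 51.7 FPKM. The sum of the 13 mitochondrial protein-coding genes rose from 33135 to 45371 FPKM in BM1 and from 28837 to 40663 FPKM in LM2.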
